A study of Homo sapiens with 27 samples.

How the data were processed

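O6-MeG-seq was run on DNA of LN-229 cells, WT or MGMT-transfected, that had received TMZ or solvent 1 or 3 times, and on naked DNA treated with TMZ. There were 27 libraries in 9 groups of 3. Per the labels' protocols, the DNA was sheared and joined to adapters, fragments with O6-methylguanine were enriched by immunoprecipitation, a polymerase that stalls at the lesion marked its site, and unwanted fragments were removed by hybridisation before indexing and amplification. The labels state no aligner, genome build or duplicate handling.

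The files deposited by the authors have no header. Each line gives a chromosome, a position counted from 0, a strand, the base on that strand and a whole-number score. The deposited score ranged from 0 to 42, as an alignment score does, and was not a number of reads. It was 30 or more for 46.6% to 86.5% of sites per library and 0 or 1 for 6.71% to 44.3%. Each position and strand occurred once, so the values are lists of sites and not read counts. The contig names are those of GRCh38 in the UCSC style. In 22 of 23 chromosomes compared, the last site lay beyond the last gene end in the GRCh38 gene table. Bases were turned to the forward strand and compared where a position was marked again in a further library, on the same or the opposite strand. They were equal in 100% of 11214374 cases. Positions are given here counted from 1.

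Sites on chromosomes 1 to 22, X, Y and the mitochondrial chromosome were used with no minimum score, except for sites shared between libraries and the sets built on them, the MGMT gene rate and the strand ratios (30 or more). Each site counted 1 time. Groups were taken from the labels. Neighbouring bases came from a reference group of libraries in which the neighbouring position was also marked, since no genome sequence was used. The reference group was always disjoint from the libraries compared, and known neighbours are therefore weighted to positions which that group marks. Purine shares were computed after subtraction of the solvent control (same genotype and exposure number, scaled to sites at other bases) as an alternative. Genes were the 20037 protein-coding genes of the table. It gives no strand or exons, so both gene ends served within 1 kb (2 kb as an alternative), no comparison of transcribed and coding strands was made, and the whole MGMT gene stood in for its exons. Densities were divided by those of naked DNA. GC content of bins and genes was estimated from the bases of sites marked in solvent controls, which are also part of the comparisons with TMZ, and had a value for 100% of tested bins and genes.

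Single values per library were compared with exact two-sided permutation tests of the mean difference, with labels permuted within the other factors. There were 12 such comparisons, adjusted together with the Benjamini-Hochberg method. For 400 arrangements the smallest p is 0.005. The replicate number as a block was tested by flipping the signs of pair differences. On 400 simulated data sets without a difference the stratified test called 4.75%, and with a difference of 3 SD it called 99.8%.

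The plan had foreseen a count model for reads. Because the files hold distinct sites, limma's voom was used on the number of G sites per bin or gene instead, with 8 group means over 24 cell libraries, sizes from a trimmed mean of log ratios (30% of ratios and 5% of averages trimmed) and features with at least 10 sites in at least 3 libraries. The limma-trend alternative used median-of-ratios sizes and a prior of 0.5 sites. The fit was tested on simulated data. In a first form of that simulation real group differences entered as unchanged features, and the simulation was corrected so that the tested contrast was 0 for them. For the interaction in bins 69.5% of 200 features changed 2-fold were then recovered, with 1 false call among 140. For the difference of MGMT and WT under TMZ in bins 66.5% were recovered, with 4 false calls among 137. For the interaction in genes 5.08% of the 197 changed genes that passed the filter were recovered (17348 genes tested), with 0 false calls among 10. Features to be named were to be at most 3 per direction past the threshold in the interaction with replicates that do not overlap, and none met this. The 3 highest and lowest contexts in naked DNA and the MGMT gene were named as well.

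Whether replicate numbers pair the libraries was checked from the correlation, across bins, of deviations from group means. Same-numbered libraries of the 2 genotypes under the same treatment had r above 0.1 in all 12 pairs (lowest 0.19), so the numbers pair the genotypes. The main tests have no block, and the value with the replicate number as a block is given beside a genotype comparison where it changes the call or the count. For TMZ against solvent, 11 of 12 same-numbered pairs were above 0.1, among them all 3 of WT cells after 3 exposures (0.41, 0.30 and 0.16), which were taken as paired. The pairing of replicate 3 there is uncertain. TMZ replicate 2 with solvent replicate 3 had 0.23, and TMZ replicate 3 with solvent replicate 2 had 0.17. The remaining different-numbered pairs of these 2 groups were negative. The 2 libraries of replicate 3 also fell into different sets of libraries that share sites. A pair of MGMT cells after 3 exposures had r of -0.14, and for the exposure numbers 7 of 12 pairs were above 0.1, so these share only a number.

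Per the labels, naked DNA replicate 1 came from non-transfected, replicate 2 from WT and replicate 3 from MGMT cells.

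The sets of libraries that share sites were defined with a threshold of 1.6 times the median pair. A stricter first threshold had left a solvent control outside all sets, and 1.6 was chosen after that was seen. How 4 tests of explanations were read was also changed after their values were seen: background subtraction and sets for the purine share, A sites without an adjoining G, and the mitochondrial share, which was returned to its first reading. Alternatives fixed before the data were examined were autosomes only, the replicate block, leaving out each replicate, background subtraction, the width at gene ends, and the fit's normalization, filter, samples, sites, bin size and GC correction. The filter and the normalization took another form than planned because the unit differed, and naked DNA, planned as an alternative denominator, became the main form because no genome sequence was used. Sites with a score of 30 or more, sites found in a single library, and naked DNA as the reference group were added after the files were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.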

Results

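The series holds 27 libraries of O6-MeG-seq, an assay in which DNA fragments with O6-methylguanine are captured with an antibody and a stalled polymerase marks the modified base. The cells were LN-229, a glioblastoma line, in a version transfected with the repair gene MGMT and in its transfection control, named wild type (WT). Cells received 1 mM temozolomide (TMZ), an alkylating drug, or 1% DMSO as solvent. Each was given 1 time or 3 times at intervals of 4 h, and DNA was taken 24 h after the first dose. This gave 8 groups of 3 replicates. Purified DNA treated with 1 mM TMZ outside cells (naked DNA) gave 3 further libraries.

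Each library is a list of distinct marked positions with strand, base and a score, and no position and strand occurred more than once in a list (0 repeats). The lists held 149160252 sites in all, from 1347019 to 15745885 per library. By group, the number of sites per library ran from 1347019 to 5522228 in WT solvent controls given 1 time and from 1762039 to 3405008 in those given 3 times. In MGMT solvent controls it ran from 1910261 to 4668795 and from 1768012 to 4303213. Under TMZ it ran from 2984109 to 6117360 (WT, 1 exposure), 7188428 to 10302116 (WT, 3 exposures), 3399233 to 3829154 (MGMT, 1 exposure) and 5875528 to 10504223 (MGMT, 3 exposures). Naked DNA had 9112482 to 15745885 sites. At these depths the 95% Wilson interval of a library's share of sites at G had a half-width of at most 0.073 percentage points, which covers counting error only. Between 0.921% and 2.13% of sites lay on contigs outside the main chromosomes and were left out of the comparisons.

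Libraries also differed in the sites they shared. On autosomes, shared sites at bases other than G with a score of 30 or more were counted for all 351 pairs of libraries and set against the number chance gives. With a threshold of 1.6 times the median pair, chosen after the values were seen, the libraries fell into 5 sets. Set 1 held the 4 cell libraries of replicate 1 after 1 exposure and naked DNA replicate 1. Set 2 held replicate 2 after 1 exposure and replicate 1 after 3 exposures. Set 3 held replicate 3 after 1 exposure, replicate 2 after 3 exposures and the TMZ libraries of replicate 3 after 3 exposures. Set 4 held the 2 solvent controls of replicate 3 after 3 exposures, and set 5 held naked DNA replicates 2 and 3. Libraries were joined into a set by any pair above the threshold, directly or through other libraries. By this construction no pair across sets can exceed 1.6 times the median pair, and the highest reached 1.40 times. Within sets 48 of 85 pairs exceeded the threshold, and the highest reached 289 times. Libraries of a set therefore need not share sites with each other beyond the threshold. The labels name no batches, so these sets were used as batches below.

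**Figure D1:**
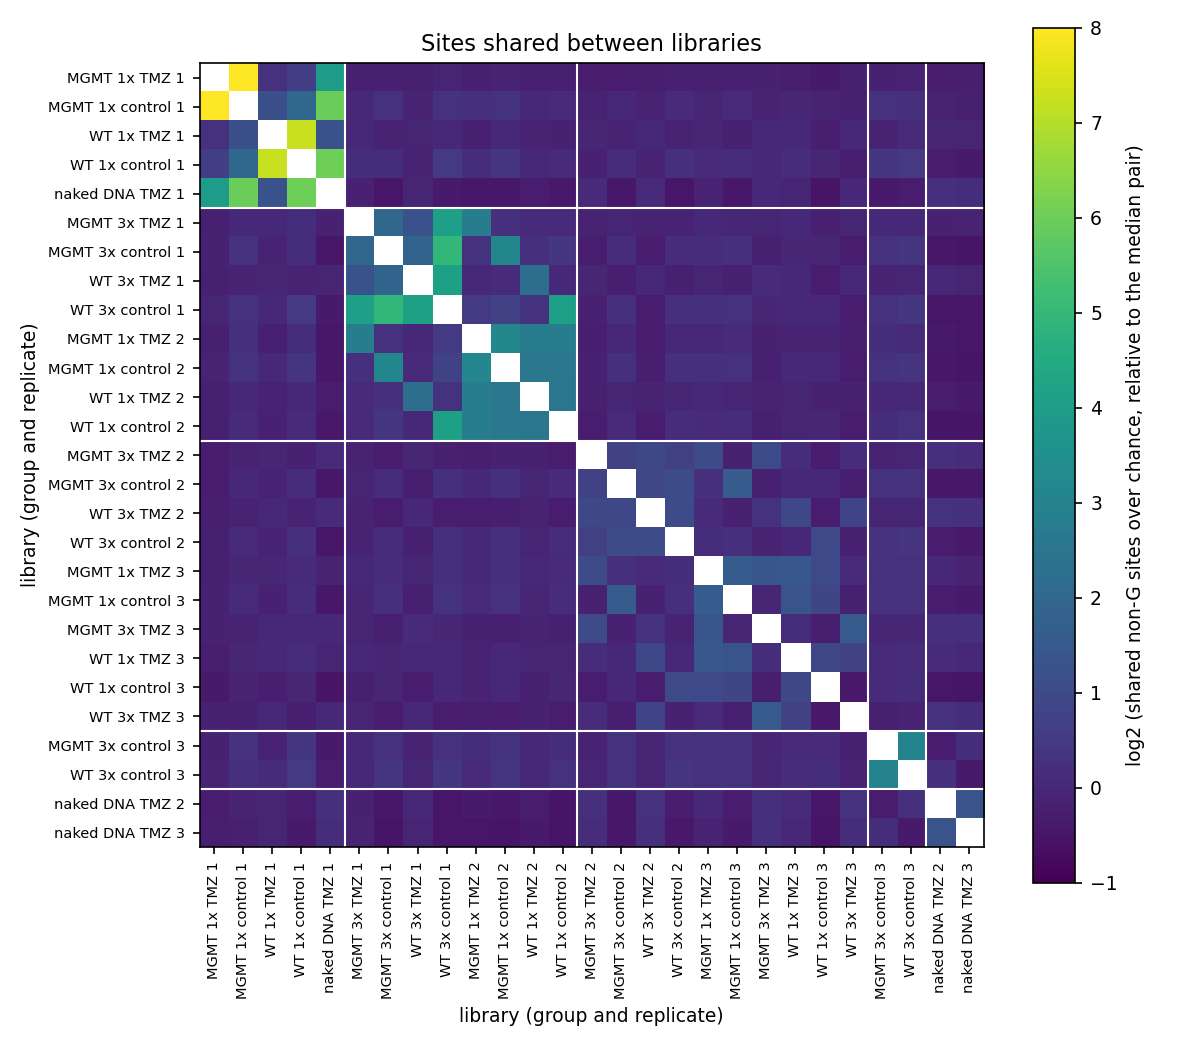
Sites with a score of 30 or more shared by each pair of libraries at bases other than G on autosomes, as log2 of the number over chance relative to the median pair (colour), with libraries on both axes and white lines between the 5 sets. Values above the threshold lie within the sets by construction, up to 289 times the median pair, and the highest value across sets is 1.40 times.

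The first comparison asked whether TMZ raised the share of marked sites at G. The share was 50.1% ± 11.2 (SD, n = 12) under TMZ and 21.5% ± 3.93 (SD, n = 12) in solvent controls, a mean difference of 28.6 percentage points (exact two-sided permutation test within genotype and exposure number, p = 2.5e-05; Benjamini-Hochberg adjusted over the 12 single-value comparisons, 0.00015). The smallest p this design allows is 1.25e-05. All 12 pairs of libraries with the same replicate number went in this direction. Within the sets that held both treatments the difference was 9.54 points in set 1, 24.8 in set 2 and 35.1 in set 3. The alternative that moved it most left out replicate 1 and gave 32.3 points. The smallest pair difference, 1.42 points, was in MGMT cells of replicate 1 after 1 exposure, where the solvent control had a G share of 32.8%. Over sites with a score of 30 or more this pair was reversed, with 37.3% under TMZ and 43.5% in the control. The mean difference over such sites was 28.4 points.

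**Figure D2:**
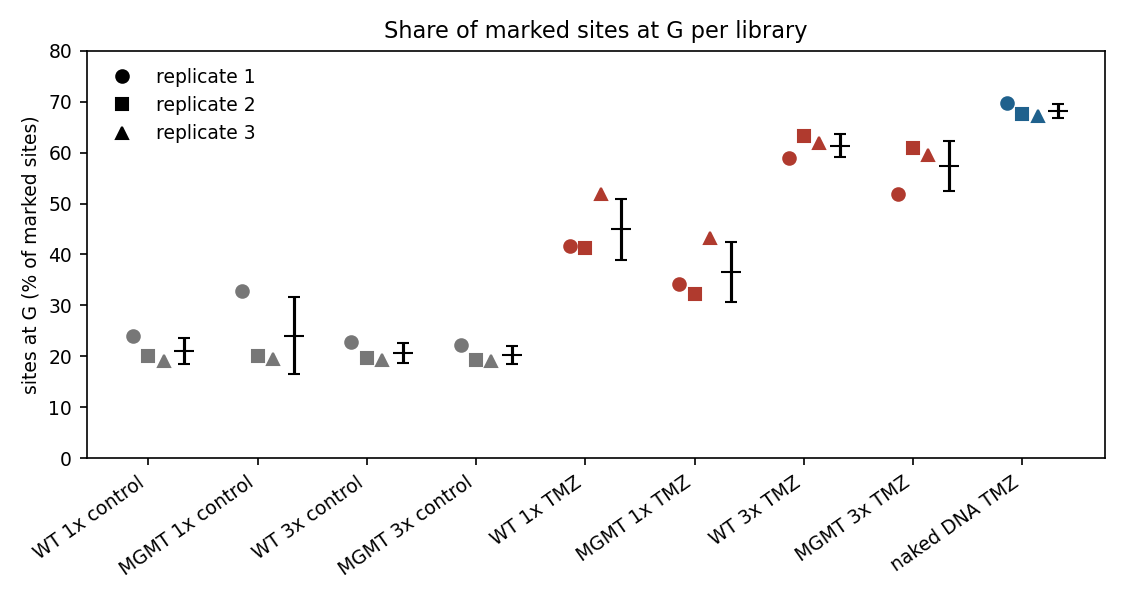
Share of marked sites at G in each of the 27 libraries (percent), by group, with the mean and SD of the 3 replicates beside the points. The 12 cell libraries under TMZ lie between 32.1% and 63.3%, naked DNA between 67.1% and 69.8%, and the 12 solvent controls between 19.1% and 32.8%.

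After 3 exposures the G share under TMZ was 59.4% ± 4.02 (SD, n = 6), against 40.7% ± 7.04 (SD, n = 6) after 1 exposure. The difference of 18.6 points was beyond the spread between replicates (exact two-sided permutation test within genotype, p = 0.005, the smallest this design allows; adjusted 0.02) and had this direction in 6 of 6 libraries compared by number. It was 18.7 points within set 2 and 13.8 within set 3, the sets that held both exposure numbers under TMZ.

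MGMT removes the methyl group from O6-methylguanine, so the G share was compared between genotypes. Under TMZ it was 47.0% ± 12.4 (SD, n = 6) in MGMT cells and 53.1% ± 9.87 (SD, n = 6) in WT cells. The difference of -6.15 points did not pass the threshold (exact two-sided permutation test within exposure number, p = 0.07; adjusted 0.14). MGMT was lower in 6 of 6 pairs with the same replicate number, by 2.33 to 9.12 points. Same-numbered libraries of the genotypes deviated together, and with the replicate number as a block the exact sign-flip test gave p = 0.03125, the smallest 6 pairs allow. Over sites with a score of 30 or more the difference was -6.24 points (exact permutation test, p = 0.05). Within sets 1, 2 and 3 it was -7.38, -8.11 and -5.46 points. After 1 exposure the mean of the 3 pair differences was -8.36 ± 0.885 points (SD) and after 3 exposures -3.94 ± 2.74 points (SD). An exact permutation test of 3 pairs against 3 gave p = 0.1, the smallest this design allows, so whether these differ was left open.

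In solvent controls the G share was 22.2% ± 5.35 (SD, n = 6) in MGMT cells and 20.8% ± 2.06 (SD, n = 6) in WT cells. The difference of 1.33 points was within the spread (exact two-sided permutation test, p = 0.8; adjusted 0.8). Replicate 1 decided its sign: without it the difference was -0.0673 points. Within sets 1 to 4 it was 8.85, -0.305, 0.0120 and -0.291 points.

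Naked DNA, the positive control, had a G share of 68.2% ± 1.45 (SD, n = 3). This was 15.0 points above the 53.1% ± 9.87 (SD, n = 6) of WT cells under TMZ (exact two-sided permutation test, p = 0.0357; adjusted 0.0857; smallest p allowed 0.0119). The difference passed the threshold before adjustment and not after it. Only set 1 held libraries of each kind, 1 against 1, with a difference of 28.2 points.

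The sequence beside a marked G was read where the neighbouring position was itself marked in a reference group of libraries. The shares that follow therefore hold for such sites, and only libraries read against the same reference group are compared. With naked DNA as the reference group, a purine preceded 86.5% ± 4.32 (SD, n = 12) of G sites under TMZ and 67.8% ± 3.11 (SD, n = 12) in solvent controls. The difference was 18.6 points (exact two-sided permutation test, p = 1.25e-05, the smallest allowed; adjusted 0.00015), in 12 of 12 pairs. It was 9.50, 18.5 and 21.0 points within sets 1, 2 and 3. Over sites with a score of 30 or more, the alternative that moved it most, it was 13.9 points.

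Between genotypes under TMZ, with solvent controls and naked DNA as the reference group, the purine share was 77.7% ± 6.28 (SD, n = 6) in MGMT and 81.3% ± 4.44 (SD, n = 6) in WT cells. The difference of -3.57 points did not pass the threshold (exact two-sided permutation test, p = 0.095; adjusted 0.163). It was negative in 6 of 6 pairs, with an exact sign-flip p of 0.03125, the smallest 6 pairs allow, and was -5.77, -3.95 and -3.10 points within sets 1, 2 and 3. With naked DNA alone as the reference group the difference was -2.81 points (exact permutation test, p = 0.14). The solvent control was subtracted with that reference group, and the difference was then -1.80 points (exact permutation test, p = 0.285). Part of the change from -3.57 points therefore goes with the reference group. With solvent controls alone as the reference group, the purine share was 74.8% ± 2.67 (SD, n = 3) in naked DNA and 72.6% ± 4.68 (SD, n = 6) in WT cells under TMZ (exact two-sided permutation test, p = 0.5; adjusted 0.584), and the single comparison within a set, in set 1, gave 3.54 points. The difference of 2.17 points was 0.842 points without replicate 2. It joins opposite directions, since WT cells had 69.5% ± 4.55 after 1 exposure and 75.8% ± 1.99 after 3 (SD, n = 3 each).

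Both neighbours were known for 18534 to 45464 G sites per TMZ library, 0.690% to 2.15% of them. Of the 16 contexts of a G with its neighbours, naked DNA relative to the mean solvent control was highest in GGC (2.88 ± 0.152, SD, n = 3), AGC (1.92 ± 0.107) and GGG (1.82 ± 0.132). It was lowest in CGA (0.297 ± 0.0707), TGA (0.387 ± 0.0924) and CGT (0.436 ± 0.107). Between MGMT and WT cells under TMZ, 0 of 16 contexts passed a Benjamini-Hochberg adjusted p of 0.05 (exact two-sided permutation tests; 5 had an unadjusted p under 0.05, and the largest difference was 1.09 points). With the replicate number as a block 10 contexts reached the threshold. Subtraction of the solvent control was run without the block and with naked DNA alone as the reference group. There 0 contexts passed, with a smallest adjusted p of 0.704 (exact permutation tests). As the test without the block gave 0 before subtraction too, this does not show whether the 10 would remain. The largest difference after subtraction was -3.62 points, in GGG.

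**Figure D3:**
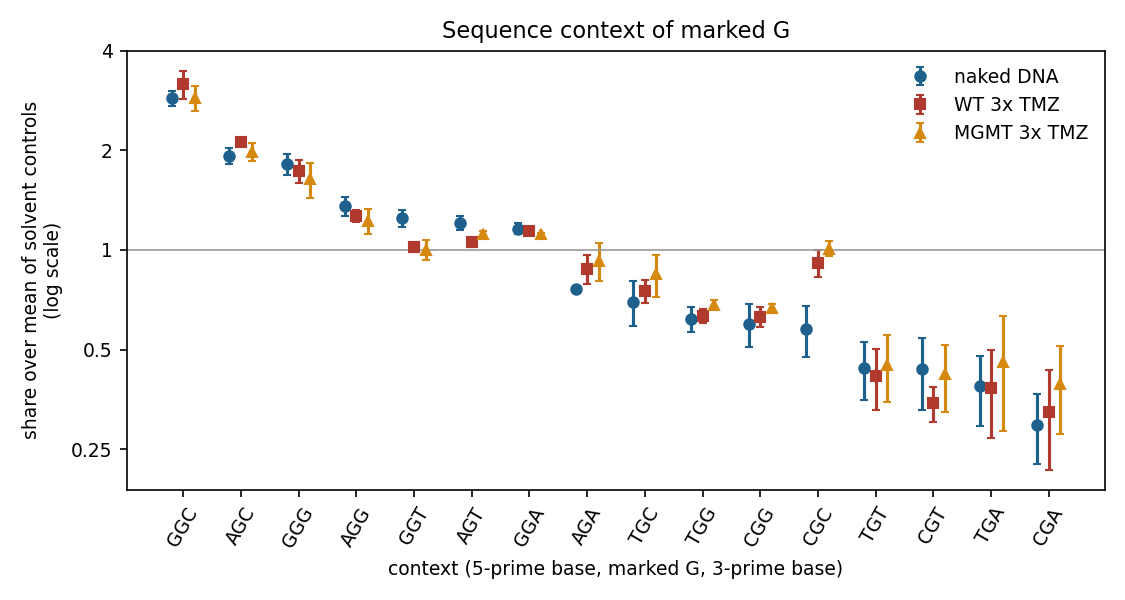
Share of G sites in each of the 16 contexts relative to the mean of the solvent controls (log axis), for naked DNA and for WT and MGMT cells after 3 exposures to TMZ, as mean and SD of 3 replicates. Contexts run from the highest in naked DNA (GGC, 2.88) to the lowest (CGA, 0.297). The ratios of naked DNA and of cells do not share a reference group, so their heights are not compared.

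To ask where in the genome sites remained, densities in MGMT and WT cells under TMZ were compared as log2 ratios relative to naked DNA. The density in protein-coding genes over intergenic sequence was -0.12 ± 0.17 (SD, n = 6) in MGMT and -0.069 ± 0.14 (SD, n = 6) in WT cells. The difference of -0.052 did not pass the threshold (exact two-sided permutation test, p = 0.365; adjusted 0.487), though it was negative in 6 of 6 pairs and the exact sign-flip test gave 0.03125, the smallest allowed. Over sites with a score of 30 or more the difference was -0.014 (exact permutation test, p = 0.45). Group means of solvent controls ran from -0.34 (WT, 1 exposure) to -0.23 (MGMT, 3 exposures), below TMZ in each genotype and exposure number. MGMT libraries also had the lower G share under TMZ, and no background subtraction was run for this measure. A part of background sites in the gene difference therefore stays open. Within 1 kb of gene ends over all autosomes the difference was -0.040 (-0.19 ± 0.16 against -0.15 ± 0.19, SD, n = 6 each; exact permutation test, p = 0.535; adjusted 0.584). This gene-end difference was -0.026 without replicate 1, -0.067 without replicate 2 and -0.015 over sites with a score of 30 or more. The log2 percentage of G sites on the mitochondrial chromosome was -2.47 ± 0.66 (SD, n = 6) in MGMT and -2.72 ± 0.64 (SD, n = 6) in WT cells, a difference of 0.25 (exact permutation test, p = 0.21; adjusted 0.315). It was 0.41 without replicate 1 and 0.11 without replicate 3, and MGMT libraries had fewer G sites, a number with which this share fell. Within sets 1, 2 and 3 the gene difference was -0.12, -0.046 and -0.034, the gene-end difference -0.049, -0.036 and -0.036, and the mitochondrial difference -0.34, 0.36 and 0.43.

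G sites were then counted in bins of 1 Mb, of which 2959 were tested with limma (voom, Benjamini-Hochberg adjusted p at or below 0.05, n = 3 per group). These counts varied widely with the samples and weights in the fit. Between TMZ and solvent after 3 exposures, 2 bins differed in WT cells, both lower under TMZ. With the replicate number as a block 661 differed (298 higher, 363 lower), although the pairing of replicate 3 is uncertain. In the fit to only the groups compared, the alternative that moved this count most, 1198 bins differed, 635 higher and 563 lower. The 2 bins, singled out after their values were seen, are on GRCh38 chromosome 1 from 125000000 to 125999999 (log2 fold change -2.26, SE 0.403; limma adjusted p 0.0252) and on chromosome X from 156000000 (log2 fold change -1.71, SE 0.304; limma adjusted p 0.0252). The bin on chromosome X is a partial one, since the last site there lay at 156030796, and the bin on chromosome 1 is the last before a stretch without tested bins that ends at 143000000. Without replicate 2 or 3 the count was 0. In MGMT cells 232 bins differed between TMZ and solvent, 12 higher and 220 lower, and 0 did without replicate 3. The split depended on the fit as well. With limma-trend 460 bins were higher and 341 lower, and with only the groups compared 447 were higher and 641 lower.

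Between MGMT and WT cells after 3 exposures, 71 bins differed under TMZ (60 higher in MGMT, 11 lower) and 439 under solvent (263 higher, 176 lower). With the replicate number as a block, which pairs the genotypes, 352 differed under TMZ (248 higher, 104 lower). The solvent count was 1 without replicate 2 and 91 without replicate 3. Of these, 44 bins were called under both treatments, all 44 in the same direction. The difference between the genotypes' responses (the interaction) passed in 0 of 2959 bins, with 21 at an unadjusted p under 0.05. With median-of-ratios sizes and limma-trend it also passed in 0, with 69 unadjusted. Across 17680 protein-coding genes the interaction passed in 0, with 793 at an unadjusted p under 0.05 (limma-trend: 0, with 566 unadjusted), and in 1 with the replicate number as a block. On simulated data with 200 features changed 2-fold, the same fit recovered 69.5% of bins and 5.08% of genes for this contrast (of the 197 changed genes among the 17348 that passed the filter there), so a 2-fold interaction in a gene was mostly not detectable in these data.

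**Figure D4:**
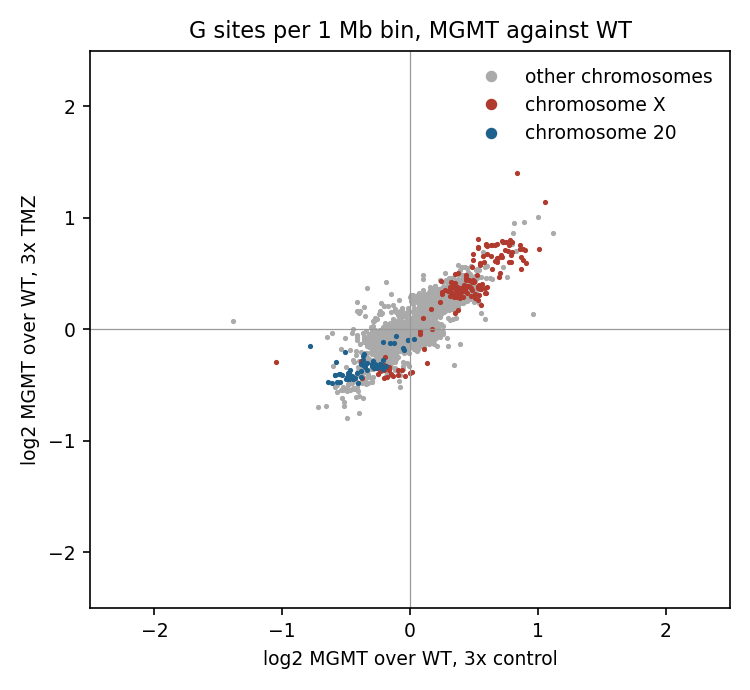
Log2 ratio of G sites per bin of 1 Mb in MGMT over WT cells after 3 exposures, for solvent controls (horizontal axis) and TMZ (vertical axis), each point a bin. Bins on chromosome X, with a median of 0.46 under solvent and 0.38 under TMZ, and on chromosome 20, with -0.37 and -0.34, lie apart from most others in the same direction on both axes.

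As a check of the labels, marked sites with a score of 30 or more in the whole MGMT gene were compared between genotypes. The log2 rate in CPM, scaled to the sites of each library, was 6.57 ± 0.20 (SD, n = 12) in MGMT-transfected and 6.45 ± 0.20 (SD, n = 12) in WT libraries. The difference of 0.13 (exact two-sided permutation test, p = 0.0272; adjusted 0.0816) was positive in 8 of 12 pairs. It was 0.37, 0.045, 0.024 and 0.38 within sets 1 to 4, and 0.075 without replicate 1 (p = 0.196, exact permutation test). Among 1215 windows of 250 bp along the gene, 0 had more sites in MGMT libraries at an adjusted p of 0.05 (one-sided binomial tests over pooled sites). In the limma fit the interaction for MGMT had a log2 fold change of -0.27 (SE 0.240; adjusted p 0.999). Exon positions were not used here, so these values do not settle whether a transfected copy is present in the libraries.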

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

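The tests by set, by unshared sites and by score in the first 2 patterns were chosen after the results were seen. The test by background subtraction and the test of contig sites by score were written down before their values were computed, although the rule for reading the first (no difference past the threshold) was set afterwards. Differences between effects were tested for 4 combinations, and this family was also chosen after the data were seen. For the genotypes, the response to TMZ was lower in MGMT by 7.48 points for the G share (exact permutation test, p = 0.0607; adjusted 0.0809) and by 3.32 points for the purine share (exact permutation test, p = 0.213), neither past the threshold without pairing. With libraries of the same replicate and exposure number paired, an alternative also chosen afterwards, the difference for the G share was negative in 6 of 6 cases (-16.2 to -2.06 points; exact sign-flip test, p = 0.03125, the smallest allowed; adjusted over the 2 measures, 0.0625) and for the purine share in 4 of 6 (exact sign-flip test, p = 0.125). Over sites found in a single library the differences were -7.66 points (exact permutation test, p = 0.0313) and -3.63 points (exact permutation test, p = 0.0424). Without replicate 1 they were -5.53 points (exact permutation test, p = 0.182) and -2.09 points (exact permutation test, p = 0.495). Whether the genotypes respond differently therefore stays open.

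A difference between exposure numbers appeared in the response of the G share. TMZ raised it by 39.0 points after 3 exposures and by 18.2 points after 1, a difference of 20.8 points (exact two-sided permutation test of exposure labels within genotype and treatment, p = 0.00118; adjusted over 4 tests, 0.0047). Leaving out a replicate gave 18.2 to 24.6 points. The tables argue against a difference between the sets of libraries that share sites, since the smallest of the 4 differences within sets was 10.2 points. Over sites found in a single library the difference was 19.9 points and over sites with a score of 30 or more 22.4 points, which argues against shared sites and low scores as the whole cause. The number of sites was higher in the TMZ libraries after 3 exposures and was not tested as an explanation. The larger number of doses, which the design names, stays open as a biological explanation and was not tested apart from the number of sites. DNA was taken 24 h after the first dose in both cases, so less time had passed since the last dose after 3 exposures. Number of doses and time since the last dose cannot be told apart in this design.

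The response of the share of G sites with a 5′ purine also differed between exposure numbers. TMZ raised it by 22.3 points after 3 exposures and 14.9 after 1, a difference of 7.37 points (exact two-sided permutation test, p = 0.0127; adjusted 0.0254). Without replicate 1 the difference was 4.88 points (exact permutation test, p = 0.201) and over sites with a score of 30 or more 5.30 points (p = 0.0607, exact permutation test). It was 7.65 points without replicate 2 (exact permutation test, p = 0.00772) and 9.59 without replicate 3 (exact permutation test, p = 0.0278). Over sites found in a single library it was 4.49 points (exact permutation test, p = 0.0329). The call was therefore lost under some of these choices and kept under others. After subtraction of the solvent control, the purine share under TMZ was 94.2% after 3 exposures and 92.8% after 1. The difference of 1.40 points did not pass the threshold (exact permutation test, p = 0.4). A smaller share of background sites after 3 exposures may therefore account for most of the pattern. Differences within sets ran from 0.573 to 9.50 points, all above 0. By the prediction as worded, a sign kept in each set argues against a difference between sets. This reading was loosened after the values were seen because each difference rests on 4 or 5 libraries and the smallest lies near 0, so a difference between sets cannot be told apart from one between exposure numbers. A change of sequence preference with dose was not tested.

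A signal appeared on contigs outside the main chromosomes, which the comparisons do not use. Their G share was 44.8% ± 9.56 (SD, n = 12) under TMZ and 20.5% ± 2.83 (SD, n = 12) in solvent controls, a difference of 24.3 points (exact two-sided permutation test, p = 1.25e-05, the smallest allowed). Libraries had 23728 to 102181 such sites. If reads of the main chromosomes placed there ambiguously were the cause, the difference would be lost over contig sites with a score of 30 or more. It was 24.1 points there (exact permutation test, p = 5e-05), over 1022 to 10257 sites per library. Most contig sites had a lower score and are left out of this test, so ambiguous placement stays open for them. Sequence of the main chromosomes that is near-identical to the contigs was not tested separately.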

How the results depend on the processing

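Alternatives over sites with a score of 30 or more, over unshared sites and with neighbours from naked DNA were chosen after the data were seen. Over 19 results and 162 alternatives, 112 kept their direction and their side of the threshold (counts within 1.5 times), 31 were stronger, 18 weaker and 1 reversed. Of the 57 that left out a replicate 18 changed, and of the other 105 alternatives 32 changed. The threshold here is an unadjusted p of 0.05 for the single values, before the adjustment over 12 comparisons, and an adjusted p of 0.05 for contexts, bins and genes. Unless stated otherwise, the cause was not tested.

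For the shares, the replicate block moved 3 results past the threshold with the difference unchanged: the G share between genotypes under TMZ (-6.15 points), the 5′ purine share (-3.57 points) and the density in genes (-0.052), each with an exact sign-flip p of 0.03125, the smallest 6 pairs allow. It also moved the contexts from 0 to 10 of 16, which all have that smallest p. It changed no other call among the single values. Over sites with a score of 30 or more the density in genes differed by -0.014 (exact permutation test, p = 0.45). A score of 30 or more moved the G share between genotypes to -6.24 points (exact permutation test, p = 0.05). No paired analysis was possible for naked DNA against WT cells because naked DNA came from separate DNA samples.

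Leaving out a replicate gave 15.3 to 21.4 points for 3 exposures against 1 and 12.8 to 17.4 points for naked DNA against WT cells. Neither kept an unadjusted p at or below 0.05 (for naked DNA the adjusted p was 0.0857 with all replicates), which the construction brings about: 36 and 15 arrangements cannot give these differences a p at or below 0.05. For the genotypes under solvent the difference lay between -0.0673 points (without replicate 1, reversed) and 2.06 points. The MGMT gene rate lay between 0.075 (without replicate 1) and 0.19, with an unadjusted p at or below 0.05 only without replicate 2 (adjusted 0.0816 with all replicates). The mitochondrial difference lay between 0.11 (without replicate 3) and 0.41 (without replicate 1), and the purine share of naked DNA against WT cells between 0.842 (without replicate 2) and 2.86 points, with no call in either. For the G share between treatments the range was 25.4 to 32.3 points with the call kept.

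Numbers of bins past the threshold depended strongly on the fit. For TMZ against solvent in WT cells after 3 exposures (2 bins, 0 higher and 2 lower) there were 937 with limma-trend (516 higher, 421 lower), 763 with all marked sites, 1198 with only the groups compared, 661 with the replicate block, 53 with the replicate block and GC correction, 112 in bins of 100 kb, 175 at a score of 30 or more and 369 with unshared sites. For MGMT cells (232 bins, 12 higher and 220 lower) there were 801 (460 higher, 341 lower), 1531, 1088, 948, 141, 600 and 944, in the same order without the bins of 100 kb, where the count stayed within 1.5 times. For MGMT against WT under TMZ (71 bins, 60 higher and 11 lower) there were 574 (402 higher, 172 lower), 439, 1047, 352, 434, 378, 441 and 488 in the order of the first list. Under solvent (439 bins) all marked sites gave 885 and bins of 100 kb gave 0 of 29217, with 3179 at an unadjusted p under 0.05 in limma. Leaving out a replicate gave 0 to 1, 0 to 437, 44 to 64 and 1 to 336 bins for these 4 comparisons. The solvent comparison of the genotypes had 1 bin without replicate 2.

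The interaction stayed at 0 bins under each alternative run (limma; 7 to 854 at an unadjusted p under 0.05). In genes it stayed at 0 except with the replicate block, alone or with GC correction, where 1 gene passed. This gene, TST on chromosome 22, was singled out after its values were seen (limma adjusted p 0.0197). MGMT solvent controls after 3 exposures had 0 sites in it in each of 3 libraries and WT controls 2 to 3, so the fitted value depends on the prior and no fold is given.

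For TMZ against solvent in WT cells 4 of the 10 splits of the libraries, the real split included, gave as many bins. For TMZ against solvent in MGMT cells it was 1 of 10, for the genotypes under TMZ 1 of 10 and for the genotypes under solvent 1 of 10, each the real split alone, with at most 0, 0 and 13 bins in the others. A count over 10 splits cannot by itself exclude chance. For the genotypes, the Pearson r across 2941 bins with the ratio of naked DNA replicates 3 and 2, which are separate libraries, was 0.93 under TMZ and 0.87 under solvent, and this argues against chance for these comparisons. For the interaction the real counts were 0, so 100 of 100 splits gave as many bins and 100 of 100 as many genes whatever the data, and this test says nothing about chance.

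Not run were counts of each position a single time and a maximum of 10 reads per position (positions are already distinct), densities per G base of the genome (naked DNA was the denominator throughout), background subtraction for the purine share between treatments and for naked DNA (the controls become 0, or no disjoint reference group remains), and both comparisons of transcribed and coding strands. Unshared sites gave no mitochondrial value because that selection leaves the mitochondrial chromosome out. For the interaction, simulated 2-fold changes were recovered in 5.08% of 197 genes and 69.5% of 200 bins, and the reason for the gap was not tested.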

Other observations

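The tests in this part were chosen after the patterns were seen, except the fits with the replicate block and GC correction, which were fixed as alternatives before the data were examined and were read as a test of GC content afterwards. No biological explanation was tested except where named.

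Sites shared between libraries followed the replicate number. Among cell libraries of the same exposure number, 30 of 36 pairs with the same replicate number exceeded the threshold of 1.6 times the median pair, with a median of 2.64 times, and 2 of 96 pairs with different numbers did. This argues against positions that recur in every library. Libraries handled together may have exchanged molecules or sequencing reads, which the tables do not separate.

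The solvent controls of replicate 1 after 1 exposure held many sites of naked DNA replicate 1. On autosomes at a score of 30 or more, the MGMT control shared 21.7% of its 867471 sites with it and the WT control 20.1% of 594592, against 0.368% to 0.485% in the other 10 controls. The shared sites of the MGMT control had a G share of 63.9%, near the 70.9% of naked DNA replicate 1, so carry-over from that library is a candidate explanation. For the WT control the share was 47.9%. Each control also shared many sites with the TMZ library of its own line: 13.6% of its G sites and 21.3% of its other sites in MGMT cells, and 13.2% and 9.53% in WT cells. Carry-over from those libraries is therefore a candidate explanation as well, and its part was not separated. Without the shared sites the MGMT control still had a G share of 38.1%, above the 19.0% to 23.7% of the other controls, so exchange of identical molecules does not account for all of it. The WT control fell to 22.7%. Carry-over of sites that naked DNA replicate 1 did not itself yield stays open.

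Marked sites at A often had a G beside them under TMZ. With naked DNA as the reference group, 63.9% ± 8.59 (SD, n = 12) of A sites under TMZ had a G on the 3′ side and 49.9% ± 2.36 (SD, n = 12) in solvent controls, a difference of 14.0 points (exact two-sided permutation test, p = 3.75e-05; adjusted over 6 tests, 7.5e-05), above 0 in all 4 combinations of genotype and exposure number. The share rose for each of A, C and T on either side, by 1.39 to 14.0 points. Marks placed 1 base beside a modified G could produce this. In cells, the log2 ratio of A to T sites was 0.17 higher under TMZ over all sites. Over sites with both neighbours marked in naked DNA and no adjoining G it was 0.034 higher (exact permutation test, p = 0.575). The mean ratio of the controls alone was -0.29 over all sites and -0.65 over that subset, so the selection itself shifts the ratio. Sites of known neighbours with an adjoining G were not compared, so whether adjoining G accounts for the A excess in cells stays open. By the prediction, a p above 0.05 was read as adjoining G being enough for the A excess in cells. That reading was set after the value was seen, and such a p does not exclude a small remaining excess. With TMZ cell libraries as the reference group, the ratio without an adjoining G was -0.084 ± 0.034 (SD, n = 3) in naked DNA. It was -0.56 ± 0.12 (SD, n = 12) in the controls, a difference of 0.48. Adjoining G is therefore not the whole cause in naked DNA. Marks placed further from a G and other methylated bases were not tested.

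Bins that differed between MGMT and WT cells under TMZ differed alike without treatment of cells. Across 2941 bins, which are not independent replicates, the log2 ratio under TMZ had a Pearson r of 0.93 with the ratio of naked DNA replicate 3 (MGMT) to replicate 2 (WT), a single library each. The ratio under solvent had r of 0.87 and the interaction 0.047. All 44 bins called under both treatments had the same direction in naked DNA, 33 of them higher on chromosome X. Unequal amounts of DNA in the 2 lines are a candidate explanation for these bins.

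Changes per bin between TMZ and solvent followed base composition. The log2 fold change had a Spearman rho of 0.78 in WT and 0.79 in MGMT cells with the estimated GC content, across 2959 bins that are not independent. In the main fit of MGMT cells the median GC content was 43.8% in bins called higher and 35.9% in bins called lower. In WT cells both called bins were lower. The bin on chromosome 1 had a GC content of 36.7%. The bin on chromosome X had 50.5%, which goes against the positive rho. With the replicate block, a GC correction lowered the number of bins from 948 to 141 in MGMT cells and from 661 to 53 in WT cells. GC content may account for most of these calls, with the limit that it was estimated from the solvent controls themselves. The remaining calls stay open.

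No strand ratio of genes recurred between the lines under TMZ. Across 14943 genes with at least 20 sites, the log2 ratio of the strands relative to naked DNA had a Pearson r of 0.0029 between WT and MGMT cells after 3 exposures to TMZ, and 0.033 across 2856 intergenic windows. The upper 95% bootstrap limit for a shared SD was 0.063 in genes. In solvent controls r was 0.120 across 6479 genes and 0.077 across 2584 intergenic windows. Same-numbered solvent controls of the lines shared sites, as did the naked DNA libraries of the 2 ratios, and the value of r without recurrence was not estimated, so no recurrence is read from these values. A difference between transcribed and coding strands common to all genes and both lines would take either sign with gene orientation, and so appear as a shared SD of about its size if the orientations are balanced, which was not checked. Such a difference above the limit is argued against only if the orientations are balanced, so it stays open here. A smaller one cannot be told apart from none, because the strand of each gene was not used and genes are not independent replicates.

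The mitochondrial share of G sites fell with the number of G sites. Over the 12 TMZ cell libraries the Pearson r of its log2 with log2 G sites was -0.939 (permutation p = 1e-05, the smallest given) and the Spearman rho -0.923 (permutation p = 4e-05); without the 2 libraries farthest from the median r was -0.971. It was -0.643 within 1 exposure and -0.987 within 3 exposures, 6 libraries each. G sites varied 5.65-fold and mitochondrial G sites 2.48-fold. Few distinct mitochondrial positions could give this, but G sites are part of the share's denominator, which makes a negative r partly a matter of construction, so this cannot be told apart from it.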
